A study of Mus musculus with 7 samples. Its data were reported in "An Erg-driven transcriptional program controls B cell lymphopoiesis" (2020).

How the data were processed

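Chromatin accessibility was measured by ATAC-seq in B-lineage populations sorted from mice. ATAC-seq sequences the ends of DNA fragments released from open chromatin, and a peak is a stretch where more fragments pile up than the genome-wide background predicts. The 7 libraries formed 7 groups with 1 library each. WT cells came from mice carrying floxed Erg alleles without Cre, at the pre-proB, proB and preB stages. Erg KO pre-proB cells came from mice in which Rag1Cre had deleted Erg in lymphoid cells. Rescue cells carried the same deletion and an immunoglobulin heavy chain allele that was already productively rearranged, and were sampled at the same 3 stages as WT. Groups followed the sample titles. For all 3 Rescue libraries the source name gave another stage than the title: proB for the pre-proB title, preB for the proB title and pre-proB for the preB title. The reading by source name was an alternative.

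According to the methods of the study, paired-end reads were aligned to mm10 (the GRCm38 assembly) with Bowtie2 and peaks were called with MACS2, and the deposited files hold 1 peak list per library with no pooling. The versions and options of these tools, the handling of duplicate reads, the shift applied to read ends and the use of a control library are not given in the sources used here. The sources also differ on how nuclei were fragmented, since the methods name sonication and the protocol in the labels names the Tn5 transposase. These choices set how many peaks were called and how wide they were, so peak numbers were not compared with other data.

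Each list had 10 columns in the narrowPeak layout. The score the authors deposited was 10 times the −log10 q, cut to a whole number, for 100% of the peaks of every library. The fold deposited by the authors was a ratio of the summit pileup to a background pileup. The −log10 p and −log10 q deposited by the authors were those of the summit. Summit offsets were deposited in bp from the peak start. Scores, folds and q-values were used only within a list, to rank, filter or describe peaks.

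Read totals were not used here, because the lists hold none. Every fold of a library was a whole multiple of a single step, within 0.02 of a step for 100% of peaks, which gave the background pileup of that library as 1 over the step, less the pseudocount of 1. A Poisson tail with that background returned the deposited −log10 p, so a single genome-wide background had been used per library. The background pileup, between 3.49 and 4.60, stands for the relative depth of the libraries if fragments were extended by the same length in each. The lowest summit pileup among called peaks was between 10 and 12, so a region without a peak could still hold up to that many fragments.

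Coordinates are those of the deposited lists, written from 1, on GRCm38. All peaks of the 21 chromosomes lay within the GRCm38 lengths. Genes and transcription start sites (TSS) came from the GENCODE M21 basic annotation. A promoter peak was any peak overlapping the 1000 bp on either side of an annotated TSS. A peak was called shared when at least 1 bp overlapped a peak of the other library, and the list it came from was the denominator. Similarity between libraries was the Jaccard index, the bases covered in both lists over the bases covered in either. Peaks of WT pre-proB without a WT proB peak were called lost, and peaks of WT proB without a WT pre-proB peak were called gained. Overlapping peaks of all libraries were also merged into union regions for counts over more than 2 libraries.

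Shares carry Wilson intervals at the 95% level, which cover counting error only and treat peaks as independent. No significance test was run on any comparison. Each group had 1 library, so no spread between animals of a group could be estimated. WT and Rescue share 3 stages, and a test over these stages was not run. As a partial yardstick, counts of unshared regions were simulated 100 times with equal accessibility in the 3 pre-proB libraries, Poisson counting error and each library's own background and lowest called pileup. The accessibility of a region was the mean over the libraries with a peak there, which is too high for regions missed in some libraries, or the mean with missed libraries set to background, which is too low. Both versions leave out differences between animals and preparations.

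A list of 18 genes that the study placed in the Erg-dependent network, 4 other regulators it discussed and 2 housekeeping controls (Actb and Gapdh) were fixed beforehand, with lists of 10 marker genes each for T, NK and innate lymphoid, plasmacytoid dendritic, myeloid, stem and progenitor, and erythroid cells. The number of network genes with a promoter peak was set beside 10000 random lists of 18 genes, each gene drawn from the 200 genes nearest in WT pre-proB promoter score. Genes were named by a fixed rule: Erg, the network genes and the 4 regulators, and, in each direction of the WT and Erg KO comparison, the 3 autosomal peaks of highest score without overlap, with the nearest TSS. Marker and control lists were summarised as counts. The network list as fixed held a further gene, which is withheld and was taken out of the list after the values were seen, so all counts, random lists and self-tests of the network list are without it. The Ebf1, Pax5, Igh and Igk loci followed from the questions of the study. Other named features are said to have been chosen after their values were seen.

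Binding patterns were counted in the 200 bp around each summit on either strand, with the same pattern reversed without complement as the control. For each pattern in the plot of 13 patterns, a peak was counted once. The procedures were tested on simulated data first. In simulated lists for the WT and Erg KO comparison, 100% of 2000 removed peaks were recovered and 0 of 18000 kept peaks were called removed. For the network promoters, 0% of 50 unchanged lists and 100% of 50 lists with 6 closed genes fell below the 5th percentile, over 21920 genes.

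The alternatives were lists cut to the 76465 highest-scoring peaks of each library (the length of the shortest list), lists of the 38232 highest-scoring peaks, a reciprocal overlap of at least 50%, autosomes only, promoter windows of 500 and 2500 bp, a pattern window of 400 bp, and the Rescue stage from the source name. A further alternative, shared peaks matched on score for the patterns, was chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used.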

Results

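Accessible chromatin was profiled in 7 ATAC-seq libraries of mouse B-lineage cells, 1 library in each of 7 groups. The 3 WT libraries covered pre-proB, proB and preB cells, which are successive stages of B-cell development. Erg encodes an ETS-family transcription factor, and in the Erg KO pre-proB library it had been deleted by Rag1Cre. The 3 Rescue libraries came from mice with the same deletion and a prearranged heavy chain, with stages taken from the titles and contradicted by the source names throughout. No group had a replicate, so every difference below is between libraries and its spread between animals is unknown.

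The lists held 647973 peaks in total. WT pre-proB had 95662 peaks, WT proB 91668 and WT preB 76465. Erg KO pre-proB had 102605 peaks. Rescue pre-proB had 105649 peaks, Rescue proB 91471 and Rescue preB 84453. The longest list was 1.38 times the shortest, and the bases covered ranged from 53.3 Mb in WT preB to 70.9 Mb in Rescue pre-proB. The background pileup, the measure of relative depth, was 4.16 in WT pre-proB, 4.42 in WT proB, 3.56 in WT preB, 4.46 in Erg KO pre-proB, 4.6 in Rescue pre-proB, 3.49 in Rescue proB and 3.85 in Rescue preB, and differed up to 1.32-fold. Median peak width lay between 480 and 496 bp. Promoter-overlapping peaks made up 17.5% of the Rescue pre-proB list and 21.9% of the WT preB list, the lowest and highest shares. Of 21938 coding genes, between 13473 and 14378 had a promoter peak. Promoters of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d, chosen to check the sex of the mice, had a peak in all 7 libraries. Xist, from the same check, had a promoter peak in WT pre-proB and Rescue pre-proB, with a −log10 q of 5.93 and 4.67, and none in the other libraries.

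The targeted gene was examined first. Erg (ENSMUSG00000040732) lies on chromosome 16 from 95359169 to 95586593 on the minus strand, with 6 annotated TSS. Its gene body held 32 peaks in WT pre-proB, 40 in WT proB and 33 in WT preB. It held 30 peaks in Erg KO pre-proB and 32, 35 and 34 in the pre-proB, proB and preB Rescue libraries. The deletion removes an exon whose coordinates were not checked, so promoter peaks and other peaks outside it check nothing about the deletion. Of the WT pre-proB peaks, 25 of 32 overlapped an Erg KO peak. In the lists of 38232 peaks, the setting that moved these counts most, Erg KO pre-proB kept 10 and WT pre-proB 12. All 7 libraries had a peak near the TSS at 95586593, and near the TSS cluster from 95459245 to 95459348. At that cluster WT pre-proB had peaks from 95458292 to 95459047 and from 95459148 to 95459811, with a −log10 q of 18.1 and 49.1 within its list. Erg KO pre-proB had peaks from 95457665 to 95459126 and from 95459377 to 95459761, with a −log10 q of 8.99 and 5.48. Rescue pre-proB had peaks from 95458096 to 95459054 and from 95459351 to 95459787, with a −log10 q of 13.4 and 12.6. Both Erg-deficient pre-proB libraries thus had a peak within the stronger WT peak. This TSS cluster was singled out after its values were seen.

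Whether accessibility of Ebf1 and Pax5 depends on Erg was a question of the study. Ebf1 (ENSMUSG00000057098, chromosome 11, 44617317 to 45008091, plus strand) had 25 peaks in WT pre-proB and 23 in Erg KO pre-proB, and 20 of the 25 overlapped. WT proB had 36 Ebf1 peaks and WT preB 29, and the Rescue libraries had 21, 37 and 33 in stage order. The Ebf1 promoter carried a peak in all 7 libraries, from 44616605 to 44617535 in WT pre-proB and from 44616643 to 44617570 in Erg KO pre-proB. In the lists of 38232 peaks, Ebf1 kept 7 peaks in WT pre-proB and 6 in Erg KO pre-proB.

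Pax5 (ENSMUSG00000014030, chromosome 4, 44524757 to 44710487, minus strand) had 15 peaks in WT pre-proB and 14 in Erg KO pre-proB. Of the WT peaks 13 overlapped an Erg KO peak, and 13 of the 14 Erg KO peaks overlapped a WT peak. The overlapping peaks included intron 5 of the gene, at 44670737 to 44673223 in WT pre-proB and 44670828 to 44673161 in Erg KO pre-proB, both above a −log10 q of 178. The gene body held 28 peaks in WT proB, 23 in WT preB and 15, 22 and 20 in the Rescue libraries in stage order. With lists of equal length WT proB had 17 against 13 in both WT and Erg KO pre-proB, and with lists of 38232 peaks 8 against 7 and 6. The promoter window had a peak in all 7 libraries except Erg KO pre-proB and Rescue pre-proB. In WT pre-proB that peak was weak, from 44710695 to 44710955 just upstream of the gene with a −log10 q of 5.26, and was lost from the lists of 76465 peaks. In WT proB it lay elsewhere, in intron 1 from 44708943 to 44709570 with a −log10 q of 168. Thus no pre-proB library had the intron 1 promoter peak of proB cells.

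**Figure D1:**
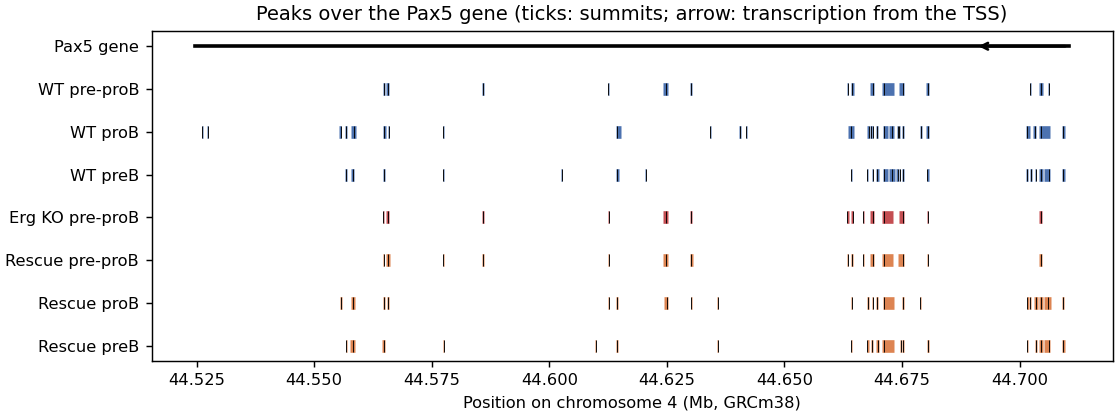
Map of the Pax5 locus on chromosome 4 (GRCm38 position on the horizontal axis), with the peaks of each of the 7 libraries as bars on 1 line per library and summits as ticks. Of the 15 peaks in WT pre-proB, 13 are overlapped in Erg KO pre-proB. The 3 pre-proB libraries lack the peak at 44708943 to 44709570 seen in WT proB.

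The comparison of WT with Erg KO pre-proB cells asked which regions open or close when Erg is deleted at a fixed stage. Of the 95662 WT pre-proB peaks, 6586 (6.88%, Wilson interval 6.73 to 7.05%) had no Erg KO peak. Of the 102605 Erg KO peaks, 13910 (13.6%, 13.3 to 13.8%) had no WT peak. With lists of equal length the counts were 6094 and 6395, so most of the asymmetry went with list length. The lists of 38232 peaks moved both counts most, to 2244 (5.87% of the list) and 2320 (6.07%), and a reciprocal overlap gave 11.5% of WT peaks. Unshared peaks were weak: within the WT list their median −log10 q was 5.93, against 33.2 for shared peaks. Among union regions 5788 were in WT and not Erg KO pre-proB, against a simulated mean of 1321.7 or 3546.1 for equal accessibility under the upper and lower estimates of accessibility. In the other direction 12968 regions were observed and 2267.5 or 5397.1 were simulated. Rescue pre-proB, the other Erg-deficient pre-proB library by title, lacked 3902 (59.2%) of the 6586 WT peaks and held 8882 (63.9%) of the 13910 Erg KO peaks. These shares lie above 0 without any change, because the comparisons share a library. As union regions, 3422 of the 5788 were absent from both, against simulated means of 122.0 of 1321.7 or 1632.4 of 3546.1. In the other direction 8203 of 12968 were in both, a share between the simulated ones of 2070.6 of 2267.5 and 2987.2 of 5397.1.

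The highest-scoring WT pre-proB peaks without an Erg KO peak were on chromosomes 7, 9 and 6. The chromosome 7 peak (82029550 to 82030352) was intergenic, 37591 bp from the TSS of Bnc1, with a fold of 19. That on chromosome 9 (15533432 to 15534546) lay in intron 2 of Smco4, 12968 bp from its TSS, with a fold of 16.9. The chromosome 6 peak (100709507 to 100709959) lay in intron 1 of Gxylt2, 4975 bp from its TSS, with a fold of 16.7. All 3 were also present in WT proB, WT preB, Rescue proB and Rescue preB, and Rescue pre-proB lacked only the one in Gxylt2. Folds, scores and q-values are the authors' and rank peaks within a list only.

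The highest-scoring Erg KO peaks without a WT pre-proB peak were all on chromosome 14, between T-cell receptor alpha variable segments. The peak at 53080380 to 53081175 lay 1660 bp from the TSS of Trav15d-3 with a fold of 76.8. The peak at 53072481 to 53073663 lay 287 bp from Trav13d-4 with a fold of 40.3, and that at 53078828 to 53079613 lay 716 bp from Trav14d-3-dv8 with a fold of 26.2. None of these was in any WT library, and all were in the Rescue libraries except the last, which Rescue preB lacked. They fell within 525890 bp (52811019 to 53336908) in which no WT library of any stage had a peak. The interval was chosen after the values were seen and was drawn out to the nearest WT peak on either side, so its lack of WT peaks follows from how it was drawn. It held 16 peaks in Erg KO pre-proB and 16, 11 and 15 in the Rescue libraries in stage order. Of the Erg KO peaks elsewhere in the locus (52427928 to 54224206), 62 of 78 overlapped a WT pre-proB peak.

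The WT stages gave the size of a developmental change for comparison. From pre-proB to proB, 32633 peaks (34.1%, 33.8 to 34.4%) were lost and 29219 (31.9%, 31.6 to 32.2%) were gained. From proB to preB, 24475 (26.7%, 26.4 to 27.0%) of proB peaks had no preB peak and 8200 (10.7%, 10.5 to 10.9%) of preB peaks had no proB peak. With equal lists the latter pair was 14251 and 12831. A reciprocal overlap moved the lost share from pre-proB to proB most, to 47.1%. The share of WT pre-proB peaks lost by proB was therefore larger than the share lacking in Erg KO pre-proB, 33.5% against 7.97% with equal lists.

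Stage-dependent peaks, defined in WT libraries only, were then looked up in the Erg-deficient libraries. Of the gained peaks, 11.9% (11.5 to 12.3%) were present in Erg KO pre-proB and 13.8% (13.4 to 14.2%) in Rescue pre-proB. The share was 49.2% (48.6 to 49.8%) in Rescue proB and 50.8% (50.2 to 51.3%) in Rescue preB, against 48.5% in WT preB. With lists of equal length the order reversed, at 52.0% and 58.4% against 62.3% in WT preB. Of the lost peaks, 92.3% (92.0 to 92.5%) were present in Erg KO pre-proB and 93.9% (93.6 to 94.1%) in Rescue pre-proB. Rescue proB retained 33.7% (33.2 to 34.2%) and Rescue preB 16.0% (15.6 to 16.4%), against 8.0% in WT preB. Among settings that kept the stages, a reciprocal overlap moved the lost share in Erg KO pre-proB most, to 81.5%. Reading the stages from the source names exchanged the Rescue values, so that the library called pre-proB then held 50.8% of gained and 16.0% of lost peaks.

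**Figure D2:**
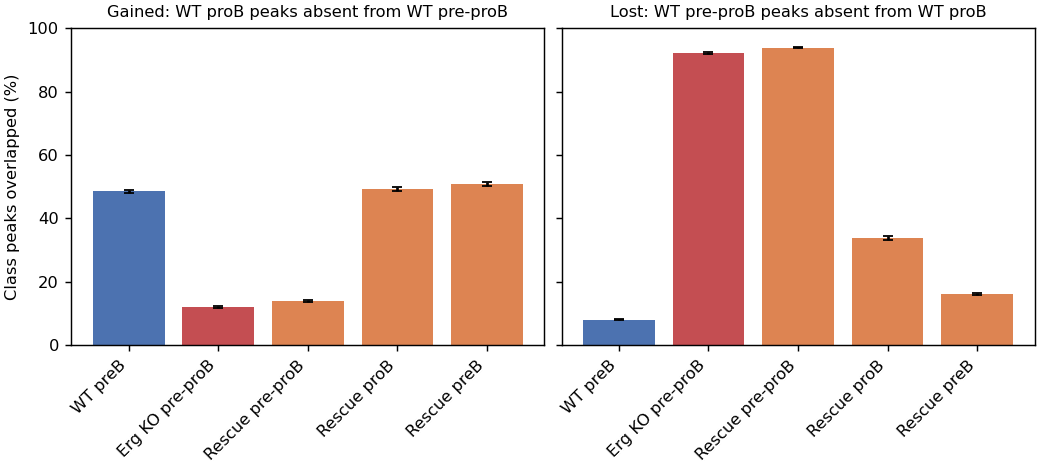
Percent of the peaks gained and lost between WT pre-proB and WT proB that overlapped a peak of each other library (vertical axis), with bars for the share and error bars for Wilson 95% intervals. Erg KO and Rescue pre-proB hold at most 13.8% of gained peaks, and Rescue proB retains 33.7% of lost peaks against 16.0% in Rescue preB.

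The comparison of Rescue with WT asked how far Erg-deficient cells given a rearranged heavy chain resemble WT cells of the same titled stage. At pre-proB, 5621 WT peaks (5.88%, 5.73 to 6.03%) and 16483 Rescue peaks (15.6%, 15.4 to 15.8%) were unshared. At proB the counts were 18906 (20.6%, 20.4 to 20.9%) and 18069 (19.8%, 19.5 to 20.01%). At preB they were 6132 (8.02%, 7.83 to 8.21%) and 15100 (17.9%, 17.6 to 18.1%). The source name reading moved these most, to 34031 unshared WT pre-proB peaks. With lists of equal length 19.7% of WT proB peaks were unshared, against 7.83% at pre-proB and 11.2% at preB.

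Similarity over all 21 pairs of libraries placed Erg KO pre-proB nearest to Rescue pre-proB, with a Jaccard index of 0.808, then WT pre-proB, with 0.786. Its index was 0.560 with Rescue proB, 0.495 with Rescue preB, 0.476 with WT proB and 0.460 with WT preB. The index of WT pre-proB with Rescue pre-proB was 0.778, of WT proB with Rescue proB 0.667 and of WT preB with Rescue preB 0.751. Rescue proB was slightly nearer to WT preB, with 0.672, and with lists of equal length the indices were 0.682 with WT preB and 0.674 with WT proB. WT proB and WT preB had an index of 0.669. Lists of 38232 peaks moved the index of Erg KO with WT pre-proB most, to 0.825. Over the 6 ways of pairing the Rescue with the WT libraries, the pairing by title had the highest mean index, 0.732, and that by source name had 0.554.

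**Figure D3:**
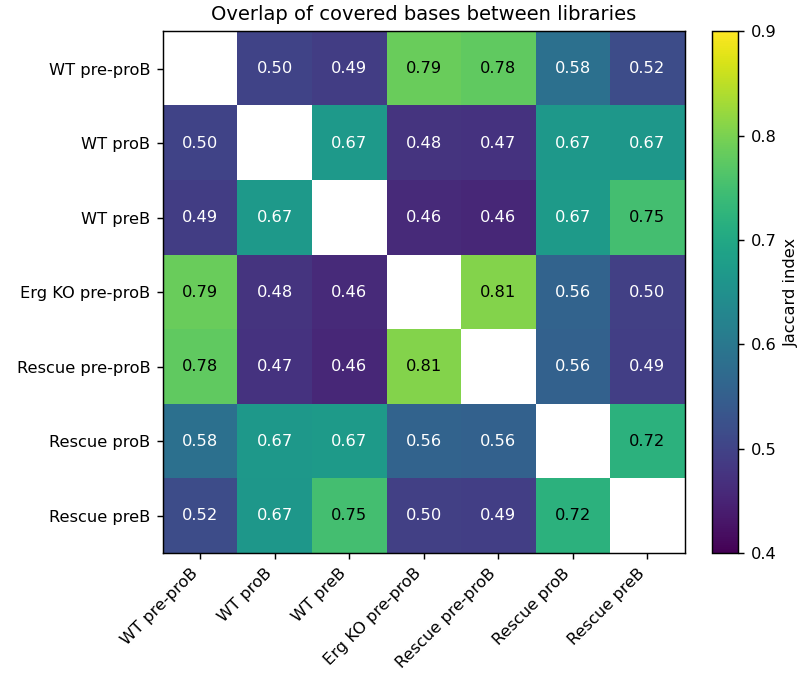
Jaccard index of covered bases (colour scale, no unit) for every pair of the 7 libraries, using all peaks. The 3 pre-proB libraries form a block of 0.778 to 0.808, and indices between Erg KO pre-proB and the proB and preB libraries lie between 0.460 and 0.560.

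Promoters of the 18 network genes all had a peak in the 3 WT libraries and in Rescue proB and preB. Erg KO pre-proB had 13 and Rescue pre-proB 14. With the promoter window of 2500 bp both had 15, and with lists of equal length both had 13 and WT pre-proB 16. The genes without a promoter peak in Erg KO pre-proB were Pax5, Vpreb1, Vpreb2, Cd79a and Pou2af1, and Rescue pre-proB lacked the same ones except Cd79a, with a weak peak of −log10 q 5.30. In WT pre-proB the −log10 q was 43.2 at Cd79a (chromosome 7, 24897198 to 24897656), 26.9 at Vpreb1 (chromosome 16, 16868958 to 16869639), 20.9 at Pou2af1 (chromosome 9, 51212991 to 51213982) and 7.34 at Vpreb2 (chromosome 16, 17980121 to 17980535). Vpreb1 and Vpreb2 are near-identical copies, so the placement of their reads is uncertain. The promoters of Ebf1, Igll1, Cd79b, Cd22, Rag1, Rag2, Lig4, Xrcc6, Bach2, Irf4, Myc, Lef1 and Myb had a peak in all 7 libraries.

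Random lists matched on the WT pre-proB score held 17.7 genes with an Erg KO peak on average and at least 15, so the network list lay at percentile 0 of 10000 lists. Rescue pre-proB also lay at percentile 0. Lists of 38232 peaks moved the Erg KO value most, to percentile 93.08, where WT and Erg KO pre-proB each had 11 open promoters. Foxo1, Spi1, Tcf3 and Ikzf1, the 4 other regulators, had promoter peaks in all 7 libraries, as did both housekeeping genes.

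**Figure D4:**
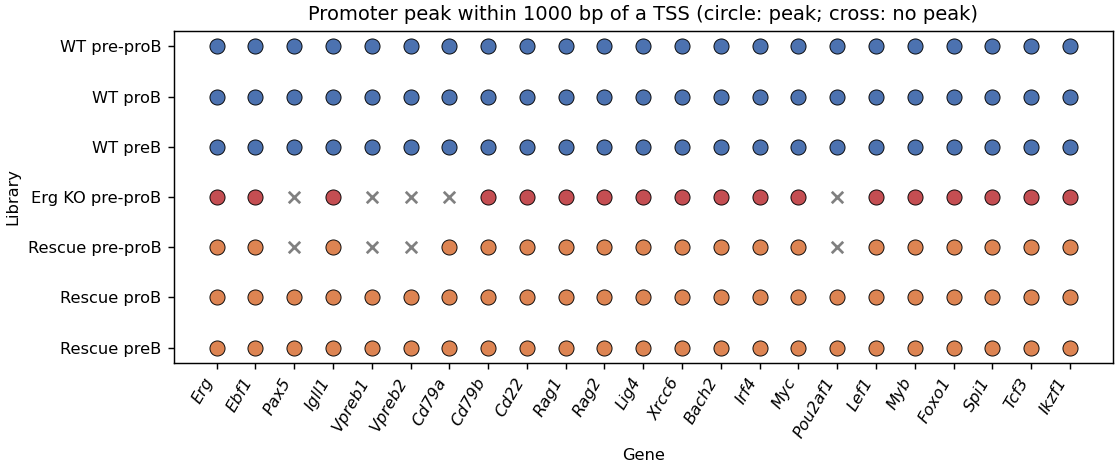
Presence (circle) or absence (cross) of a promoter peak for Erg, each network gene and each other regulator (horizontal axis) in each of the 7 libraries (vertical axis). The 5 network promoters closed in Erg KO pre-proB are open in every proB and preB library.

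Marker lists of 10 genes each were counted in the order of WT pre-proB, proB and preB, Erg KO pre-proB, and Rescue pre-proB, proB and preB. T-cell promoters with a peak numbered 5, 7, 4, 8, 8, 6 and 5. NK and innate lymphoid promoters numbered 7, 7, 4, 7, 8, 8 and 3, and plasmacytoid dendritic promoters 10, 7, 8, 10, 10, 9 and 8. Myeloid promoters numbered 5, 5, 5, 5, 7, 6 and 5. Stem and progenitor promoters numbered 10 in all libraries but WT preB, which had 9. Erythroid promoters numbered 5, 5, 6, 5, 5, 6 and 6. Between 4 and 9 genes of each list were thus also open in WT preB cells, and no gene was in more than 1 list.

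Whether accessibility of the Igh locus differed without Erg was the other question of the study at a single locus. Igh (chromosome 12, 113254830 to 116010093) had 160 peaks over 87.2 kb in WT pre-proB and 170 over 91.4 kb in Erg KO pre-proB, 0.167% and 0.166% of the peaks of their lists. WT proB had 208 peaks and WT preB 147. Rescue pre-proB had 169, Rescue proB 220 and Rescue preB 243. Igk, the kappa light chain locus (chromosome 6, 67555497 to 70726966), had 67 peaks in WT pre-proB, 74 in Erg KO pre-proB and 80 in Rescue pre-proB, and 213 to 255 in the proB and preB libraries. Lists of 38232 peaks moved the Igh counts most, to 39 in WT and 40 in Erg KO pre-proB.

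Binding patterns were counted in the unshared peaks of the WT and Erg KO comparison. The EBF1 pattern (TCCCNNGGGA) was in 3.2% (2.81 to 3.66%) of WT-only peaks, 0.460% (0.418 to 0.507%) of shared peaks and 0.280% (0.205 to 0.383%) of Erg KO-only peaks, whereas its reversed control was in 0.531%, 0.528% and 0.561%. The ETS pattern (ACMGGAAR) was in 12.7% (11.9 to 13.5%), 9.73% (9.54 to 9.93%) and 7.79% (7.35 to 8.24%) of the same sets. The PU.1 pattern (GAGGAAGT) was in fewer WT-only peaks, 4.98% (4.48 to 5.53%), than shared peaks, 7.82% (7.64 to 8.0%). The EBF1 share of WT-only peaks moved most in the window of 400 bp, to 4.34%. The RUNX pattern (TGTGGTT) was in 10.2% of WT-only and 11.6% of shared peaks, a difference that vanished, to 0.0304 percentage points in the other direction, when shared peaks were matched on score. Between WT stages the EBF1 pattern was in 0.126% (0.0926 to 0.170%) of lost and 4.6% (4.37 to 4.85%) of gained peaks.

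**Figure D5:**
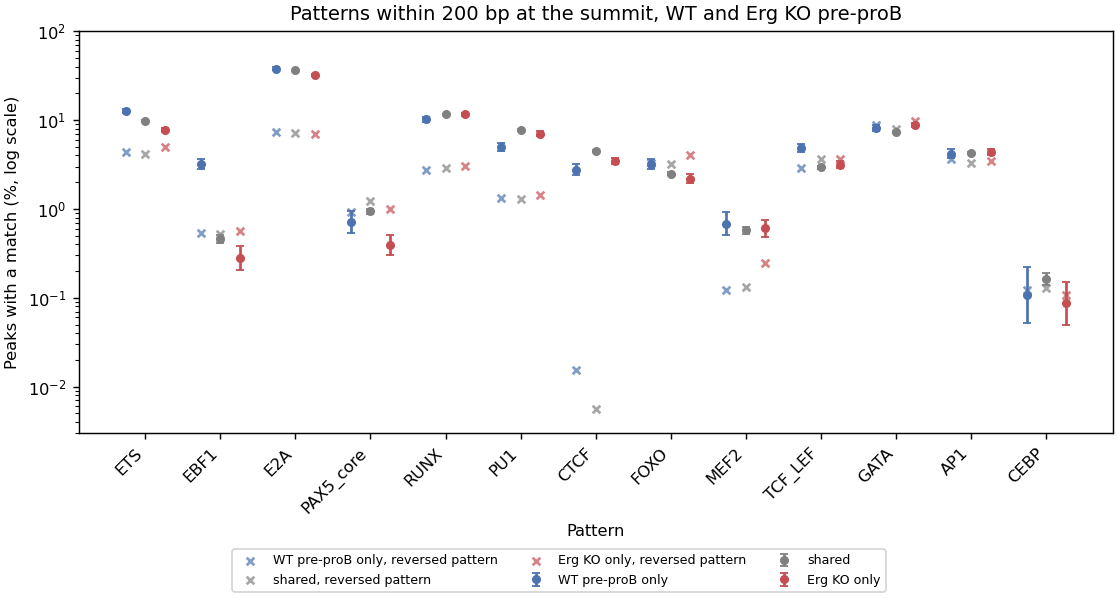
Percent of peaks with a match of each of 13 patterns within 200 bp at the summit (vertical axis, log scale), in WT pre-proB-only, shared and Erg KO-only peaks, with points and Wilson 95% intervals, and crosses for the reversed pattern (a share of 0 is not drawn). The EBF1 pattern stands out at 3.2% of WT-only peaks against 0.460% of shared peaks.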

Values the study reported

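For the ATAC-seq, the study reported paired-end reads of 75 base pairs, sequenced after 13 cycles of amplification and selection of fragments from 150 to 700 base pairs.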

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

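The differences in this part were picked out because the libraries of 1 genotype moved one way and those of the other, or of other stages, moved the opposite way. All tests given in this part were chosen after the results were seen, except that of retention by score. None of the differences was itself tested, since each group had 1 library.

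The Rescue library had more peaks than its WT counterpart at pre-proB and preB, by 9987 and 7988, whereas at proB the difference was -197. Coding genes with a promoter peak went the same way, with differences of 272 and 380 at the outer stages and -158 at proB. In the Erg gene body the differences were 0 at pre-proB, -5 at proB and 1 at preB. This contrast went with list length, since lists of equal length gave 24, 33 and 33 peaks in WT and 21, 30 and 30 in Rescue. Greater depth of Rescue proB was argued against as the reason for the regions it keeps from pre-proB, since its background pileup was 0.907 of that of the lower of Rescue preB and WT proB. Lower depth may hold down its number of peaks, and that was not tested. The stage titles were weighed by the pairing of libraries. Pairing by source name gave a mean index of 0.554 against 0.732 by title, which argues against the source names as the right stages. Exchanging Rescue proB and preB gave 0.705, so the index separates these titles only weakly. A mixed library stays open. Lost peaks were divided into 10 classes by their WT pre-proB score, and Rescue proB overlapped 92.6% (91.7 to 93.5%) of the highest class and 13.5% of the lowest. Retention also rose with score in Rescue preB, from 11.4 to 27.8%, and in WT preB, from 6.92 to 10.4%. Some pre-proB cells within the Rescue proB library would give such a rise. So would partial closing of the regions in the cells themselves, since strong peaks stay detectable for longer, and the rise does not favour either. Delayed closing in Erg-deficient proB cells would be biological, and was not tested.

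In the Ebf1 gene body the difference between Rescue and WT was -4 peaks at pre-proB, 1 at proB and 4 at preB. Lists of equal length kept these directions, whereas lists of 38232 peaks gave 6, 12 and 12 peaks in Rescue and 7, 14 and 13 in WT, fewer in Rescue at each stage. With 21 to 37 peaks per library these differences are small, and no technical or biological explanation was tested for them.

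From proB to preB the Igh peaks changed by 23 in Rescue and by -61 in WT. The preB libraries accounted for most of the divergence, with 243 Igh peaks in Rescue and 147 in WT. In lists of equal length Igh peaks went from 172 to 205 in Rescue and from 164 to 147 in WT, a smaller fall in WT. In lists of 38232 peaks they went from 56 to 64 in Rescue and from 63 to 40 in WT. The directions held in both settings. The settings differ on how far the fall in WT and the excess at preB went with the shorter WT preB list, so that was left open. Over all peaks the preB ratio of 1.65 (62.3% of the summed peaks, 57.4 to 67.0%) stood against a ratio of list lengths of 1.10, which, with 205 against 147 at equal length, argues against the longer list as the whole reason. Rescue and WT pre-proB had a ratio of 1.06, which argues against a different heavy chain haplotype of the Rescue mice, present at every stage, as the reason. Deletion of segments between a joined V segment and the D segments in WT preB cells may lower their peaks. This predicts a larger ratio in the D-proximal part of the V region (113572927 to 114657352), where it was 1.88, than in the distal part (114657353 to 116010093), where it was 1.5. The D, J and constant part had a ratio of 1.765, from 30 and 17 peaks, with a share of 63.8% (49.5 to 76.0%). The shares of the V parts, 65.2% (57.0 to 72.7%) and 60% (53.2 to 66.5%), overlap in their intervals, so deletion and the absence of Erg cannot be told apart with these counts. The prearranged heavy chain allele and the absence of Erg both remain as untested biological explanations.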

How the results depend on the processing

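Most alternatives were chosen before the data were examined, and the shared peaks matched on score were chosen after seeing the data. With no test to pass, a count was called stable when it stayed within 1.5 times its value, and a share when it stayed within its Wilson interval. A Jaccard index was judged by a Wilson interval over the covered bases taken as independent. That interval is very narrow, so tiny changes of an index counted as moved. The labels give no replicate numbers or shared animals, so libraries could not be paired by animal. WT and Rescue libraries could be paired by titled stage only. Differences between WT and Rescue were given stage by stage and were not tested over the 3 stages. Among the answers to the comparisons, 40 were stable and 23 moved with lists of equal length, 14 and 45 with lists of 38232 peaks, 8 and 12 with the reciprocal overlap, 13 and 5 on autosomes, and 1 and 11 with the source name. With the promoter windows of 500 and 2500 bp 8 were stable in each, and with the pattern window of 400 bp 4 were stable. Among the other results, 48 were stable and 38 moved with lists of equal length, 11 and 49 with lists of 38232 peaks, 2 and 13 on autosomes, and 19 and 7 with the pattern window of 400 bp, the EBF1 differences among the latter. The results that moved on autosomes were all Jaccard indices, and the changes were tiny. That of Erg KO with WT pre-proB went from 0.7856 to 0.7855. Except for the Rescue stages read from the source name and the shorter lists, the cause of a move was not tested.

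Lists of 38232 peaks lowered counts by construction, since they hold fewer peaks. Unshared peaks fell to 2244 in WT and 2320 in Erg KO pre-proB. WT pre-proB peaks without a proB peak fell to 13850 and the reverse to 13746, and WT proB peaks without a preB peak to 6541. Between WT and Rescue, unshared peaks fell to 2172 and 2331 at pre-proB, 6646 and 6552 at proB, and 3477 and 3686 at preB. Erg gene body peaks fell to 12, 19 and 19 in WT pre-proB, proB and preB, 10 in Erg KO pre-proB, and 8, 16 and 18 in the Rescue stages. Erg promoter peaks fell to 0 in Erg KO pre-proB and in Rescue pre-proB. In Erg KO pre-proB both Ebf1 and Pax5 fell to 6 peaks. Igh peaks fell to 39, 63 and 40 in the WT stages, 40 in Erg KO pre-proB, and 34, 56 and 64 in the Rescue stages. WT pre-proB kept 11 network promoters, and the percentile of the Erg KO count among random lists rose to 93.08.

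Lists of equal length moved the unshared Erg KO peaks to 6395, the WT proB peaks without a preB peak to 14251 and the reverse to 12831, and the unshared Rescue peaks to 6619 at pre-proB and 9762 at preB. Erg gene body peaks were 19 in Erg KO and 21 in Rescue pre-proB, and Ebf1 peaks 15 in Erg KO. Counting only patterns whose Wilson intervals were apart, 1 of 13 (PU.1) was then more frequent in Erg KO-only than in WT-only peaks. The reciprocal overlap raised unshared WT pre-proB peaks to 10999 against Erg KO and 10527 against Rescue, WT preB peaks to 16143 against WT proB and 11209 against Rescue.

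The Jaccard index of Erg KO with WT pre-proB was 0.7855 on autosomes, 0.8061 with lists of equal length and 0.8248 with lists of 38232 peaks. In the same order it was 0.4749, 0.4761 and 0.4642 with WT proB, 0.4599, 0.4686 and 0.4632 with WT preB, 0.5593, 0.5656 and 0.547 with Rescue proB, and 0.4945, 0.4994 and 0.487 with Rescue preB. With Rescue pre-proB it was 0.8247 and 0.8371 in the lists of equal length and of 38232 peaks. The other 2 pre-proB libraries were nearest to Erg KO in each of these.

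For lists of equal length, lists of 38232 peaks and the reciprocal overlap in turn, gained peaks were overlapped in Erg KO pre-proB at 7.76, 4.20 and 11.3%, in Rescue pre-proB at 7.49, 3.99 and 12.1%, in Rescue proB at 52.0, 58.1 and 47.7% in Rescue preB at 58.4, 61.2 and 47.1% and in WT preB at 62.3, 65.9 and 45.5%. Lost peaks were overlapped in Erg KO pre-proB at 90.4, 92.7 and 81.5%, in Rescue pre-proB at 91.0, 93.5 and 82.2%, in Rescue proB at 35.7, 29.7 and 29.3% in Rescue preB at 19.6, 17.0 and 17.3% and in WT preB at 13.1, 12.2 and 12.4%.

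The source name exchanged the Rescue libraries between stages, which by itself moves their values. Unshared WT peaks became 34031 at pre-proB, 28419 at proB and 9312 at preB, and unshared Rescue peaks 42479 at proB and 24809 at preB. The gained shares became 50.8, 13.8 and 49.2% and the lost shares 16.0, 93.9 and 33.7% at pre-proB, proB and preB.

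Over all 13 patterns, in the WT and Erg KO comparison and from WT pre-proB to proB, matching shared peaks on score left 12 differences stable, moved 13 and reversed 1 whose intervals had been apart. That one was RUNX in WT-only against shared peaks, at 0.0304 percentage points, and the cause was not tested. Of those with overlapping intervals, the PAX5 pattern went from -0.226 to 0.106 and GATA from 0.753 to -0.607 percentage points in the WT and Erg KO comparison, and FOXO from 0.0036 to -0.190 between the WT stages.

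Depth limited the weak peaks. The lowest called pileup was 10 to 12, and the unshared peaks of the WT and Erg KO comparison had a median −log10 q of 5.93 and 5.48, where counting error can decide a call.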

Other observations

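Of the tests in this part, all but that of the EBF1 pattern against base composition were chosen after the result was seen.

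The interval of the T-cell receptor alpha locus with peaks in the 4 Erg-deficient libraries and none in WT held 58 T-cell receptor genes. In other stretches free of WT peaks the Erg-deficient library with the fewest peaks had at most 3, against 11 here. Lower depth of the WT libraries was argued against, since the highest Erg KO pileup scaled to the WT pre-proB background was 389.96, far above the lowest called pileup of 12. A locus closed throughout in WT was argued against at pre-proB only. There, 62 of 78 Erg KO peaks outside the interval had a WT pre-proB peak. Erg KO had 22 peaks left and 56 right of the interval, Rescue pre-proB 21 and 55, and WT pre-proB 15 and 46. The Erg-deficient lists were longer, and a weaker change over the whole locus is not excluded at pre-proB. At preB a change over the whole locus was not argued against, since WT had 4 peaks left and 10 right of the interval and Rescue 10 and 35. At proB WT had 11 and 28 and Rescue 13 and 34. Whether T cells in the Rag1Cre libraries were the source of the interval could not be decided by the 78 Erg KO peaks outside it. Peaks already open in WT pre-proB stay shared whether or not T cells are added. Of the 78, 20.5% had no WT pre-proB peak, against 13.6% of the whole Erg KO list. Of 10 T-cell marker promoters 8 were open in at least 1 WT library, and the others had no peak in any Erg-deficient library, although the interval reached a pileup of 418 in Erg KO. Few markers were thus closed in every WT library, so their lack of peaks decides little. Erg KO and Rescue pre-proB each had 3 more markers open than WT pre-proB. In lists of equal length they had 7 and 5 against 5. T cells are thus not excluded. A structural or strain difference between the mice is a candidate explanation only. That 79.5% of the Erg KO peaks outside were shared at pre-proB does not single it out. The paper states that its mouse strains were bred on a common background, which does not favour a strain difference. A difference confined to the interval does not by itself cover the counts outside it at preB or pre-proB. The highest pileup inside was 418 in Erg KO and 459 in Rescue pre-proB, against 57 in Rescue proB and 58 in Rescue preB. Signal inside the interval thus also went with stage. The absence in WT follows from how the interval was drawn and does not bear on the structural explanation. The structural difference is a hypothesis, and the absence of Erg acting on this interval alone was not tested. Reads shared between similar V segments were not tested.

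Of the 58465 regions in all 4 proB and preB libraries, WT pre-proB held 83.7%, Erg KO 82.5% and Rescue pre-proB 83.2%, so they differed little. Of the 4480 open in some but not all pre-proB libraries, WT held 55.1%, Erg KO 39.5% and Rescue 49.0%. Of these, 1554 (34.7%, 33.3 to 36.1%) were open in WT only, 379 (8.46%) in Erg KO only and 595 (13.3%) in Rescue only. The likeness of the Erg-deficient libraries lowers the latter counts, since a region open in both counts for neither. Greater depth of WT pre-proB was argued against, its background pileup being 0.933 of the lower of Erg KO and Rescue pre-proB. WT pre-proB peaks absent from both Erg-deficient libraries overlapped WT proB peaks in 72.5% (71.1 to 73.9%) of 3902 cases. Of all 87357 peaks present in both, 66.6% did so. Weighted to like score the share was 47.2%, which was 25.2 percentage points below the 72.5%. B-committed cells in the WT pre-proB population alone may give this pattern, which is a hypothesis. It was not tested at the network promoters, and at Pax5 WT pre-proB lacked the intron 1 peak of WT proB. The arrest of Erg-deficient cells before commitment, and a direct need for Erg at these regions, remain as untested biological explanations.

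The EBF1 pattern was in 3.2% of peaks missing from Erg KO pre-proB and 0.460% of shared peaks. Base composition was argued against, as the reversed pattern differed by 0.0038 percentage points between them. Whether the pattern reflects EBF1 activity or a different mix of cells was not tested.

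Of 20 marker promoters of NK, innate lymphoid and plasmacytoid dendritic cells, at least 17 were open in each pre-proB library (17 in WT, 17 in Erg KO and 18 in Rescue). Rescue proB also had 17, and WT proB 14, WT preB 12 and Rescue preB 11. In lists of equal length Rescue proB had 5 NK and innate lymphoid and 9 plasmacytoid dendritic promoters, and WT proB 7 and 7. The pre-proB libraries then had 6 or 7 and 10, so the likeness of Rescue proB to them went with list length. The paper defines pre-proB, proB and preB cells as negative for an NK surface marker and for CD11c. By that definition, cells bearing these markers were gated out. How far the gate held in these libraries was not measured here, and WT preB cells have 12 of the promoters open. Remaining cells of these lineages within the pre-proB sort and open markers in pre-proB cells themselves thus cannot be told apart.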
